A study of Mus musculus with 4 samples. Its data were reported in "Nrf1 promotes heart regeneration and repair by regulating proteostasis and redox balance" (2021).

How the data were processed

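Single-nucleus RNA sequencing (snRNA-seq) was analysed in 4 libraries from neonatal mouse hearts, 1 for each combination of genotype and surgery. Per the labels, mice carrying a loxP-flanked Nrf1 gene with or without a Cre recombinase driven by the alpha myosin heavy chain promoter, which is active in cardiomyocytes, had myocardial infarction (MI, ligation of the left anterior descending coronary artery) or Sham surgery at postnatal day 3. Tissue below the ligation plane was pooled from 4 to 6 hearts of 1 genotype before nuclei were isolated, and libraries were made with a 10x Genomics 3′ kit. The labels and the methods of the study name different versions of that kit. The methods place tissue collection 1 day after surgery. The groups were taken from the sample titles and are called KO-MI, WT-MI, KO-Sham and WT-Sham, where KO is the cardiomyocyte knockout and WT the loxP control.

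The authors deposited a matrix of unique molecular identifier (UMI) counts, which are counts of captured RNA molecules per gene and nucleus with no normalization, for 22574 genes and 8585 nuclei. Per the study's methods, reads were aligned with Cell Ranger (version not stated) to the mm10/GRCm38 pre-mRNA reference, so that reads in introns were counted too. Doublets, which are droplets with more than 1 nucleus, had been called by Scrublet and removed, nuclei outside 200 to 2500 detected genes had been removed, and only cardiomyocyte clusters were kept. No doublet caller was run again. The sum of each column of the matrix equalled the deposited UMI count in 100% of nuclei. The authors also deposited 1 line per nucleus with its library, the percent of its UMIs from the 13 genes of the mitochondrial genome, a final population label (CM1, CM2, CM4 or CM5, where CM1 holds CM1 and CM3 together), a label transferred from an earlier reference with Seurat, and the transfer score, a fraction from 0 to 1. The libraries of the nuclei were read from the deposited library name. Of the deposited columns of values per nucleus, 9 were not used here.

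UMIs were summed over the nuclei of a library, or of 1 population of a library, and expressed as CPM, which are counts per 1000000 UMIs of that sum. With 1 library per group there were no replicates, so no test was made and no p-value is given for any difference. Nuclei of 1 pool are not replicates of a condition. Each value is given with an exact 95% interval: Poisson for CPM, Clopper-Pearson for a share of nuclei, the conditional binomial for a log2 ratio of CPM, and a combination of the exact intervals of both shares for a difference of shares. All intervals and floors cover counting error only. A gene with 0 UMIs in 1 library was set to a floor of 3 UMIs and its ratio is a bound; no ratio is given where both libraries were at or under 3 UMIs.

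Gene lists were fixed by name for nuclear-encoded subunits of the respiratory chain and ATP synthase (81 genes in the matrix), the mitochondrial genome (13), the proteasome (39), cytosolic ribosomal proteins (82), antioxidant enzymes (16), the cell cycle (15), cardiomyocyte injury (7), the immature cardiomyocyte (8) and long RNAs kept in the nucleus (5). Further lists held genes of red blood cells (5), myeloid cells (11), fibroblasts (7), endothelial cells (7) and atrial cardiomyocytes (8), Xist for the inactive X chromosome, and genes of the Y chromosome (4). Another list also held 1 of the injury genes, 2 of the immature genes, 3 of the atrial genes, and Xist among the nuclear long RNAs; the other lists shared no gene. A list is summarised by the median log2 ratio of its genes with 20 or more UMIs over both sums. Its range comes from 1000 Poisson redraws of the counts. Its percentile is the position of the median among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean expression. The percentile describes these libraries and is not a test.

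The genes named are the 16 that the study's text names for this experiment or as targets; in CM4, for the libraries labelled KO-MI over WT-MI, the 5 highest and the 5 lowest log2 ratios among genes with 50 or more UMIs over both sums whose interval excluded no change; the member of each list with the most UMIs; and members of the lists of other cell types and of the sex chromosomes. This rule, the comparisons, the lists and most alternatives were fixed before the data were examined. Gene positions are from the GENCODE M21 annotation of GRCm38, which held 22122 of the 22574 symbols (98.0%). The annotation release the authors used is not stated, and neither is the use of strand in the counting, so genes that overlap another gene are uncertain.

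The steps were tested on simulated data drawn from the CM4 counts of the libraries labelled KO-MI and WT-MI, with 200 of 2512 genes changed. The intervals held the true ratio for 95.6% of genes, 93.0% of changed genes were recovered with the right sign, and 4.84% of unchanged genes had an interval that excluded no change. A list of 40 genes shifted by 0.5 on the log2 scale gave a median of 0.44 (range 0.32 to 0.64), and 95.0% of 200 unchanged lists lay inside the middle 95% of their random lists. The simulated counts were independent Poisson draws, the model the intervals assume, with no clustering of UMIs in single nuclei. These simulations therefore check the calculation and do not show how often the intervals hold in these data.

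The alternatives were a size factor (median of ratios), TMM factors from edgeR on the summed counts, totals without mitochondrial and ribosomal genes, the mean of CPM per nucleus, thinning each nucleus to 1000 UMIs, other minimums of 50 or 1 UMIs, all nuclei in place of CM4, nuclei with 200 to 2500 genes, nuclei with 1000 or more UMIs, nuclei with under 2 UMIs of the myeloid, erythroid, fibroblast and endothelial lists, a score of 2 or more UMIs of CM5 markers in thinned nuclei, and own clustering of the nuclei. The own clustering used 2000 variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at a resolution of 1, with no correction between libraries, and each cluster took the deposited label of most of its nuclei. Added after seeing the data were the transferred label (as deposited, or with the names CM2 and CM5 exchanged), the score of CM5 markers without thinning, nuclei whose share of UMIs of the 4 lists of other cell types was at or below the median of their population, and a minimum of 30 nuclei per library for the filters on other cell types. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16. Reads and the coverage of single exons were not analysed here.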

Results

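Nuclei were profiled from neonatal mouse hearts to ask which cardiomyocyte populations differ when the transcription factor Nrf1, encoded by Nfe2l1, is deleted in cardiomyocytes before injury. The 4 libraries were 1 each of KO-MI, WT-MI, KO-Sham and WT-Sham, so no difference below has a replicate check, and each describes the libraries compared. The matrix held 8585 nuclei, 2003 labelled WT-MI, 1848 labelled KO-MI, 1406 labelled WT-Sham and 3328 labelled KO-Sham. All 8585 nuclei had between 200 and 2500 detected genes, with 537 genes in the poorest nucleus and 2499 in the richest. Counts of UMIs summed to 7955986 in WT-MI, 7359887 in KO-MI, 4984625 in WT-Sham and 9106522 in KO-Sham. The median nucleus held 3951 UMIs in WT-MI, 3959 in KO-MI, 3553.5 in WT-Sham and 2572 in KO-Sham. Median detected genes were 1838, 1856, 1739 and 1345.5 in the same order, and 633, 639, 647 and 637 after each nucleus was thinned to 1000 UMIs, which left out 1 nucleus of WT-MI and 6 of WT-Sham. The median percent of UMIs from the mitochondrial genome was 5.37, 5.29, 6.58 and 8.98 in that order.

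The targeted gene was examined in every library, since it bears on the labels. Its counts were summed over the whole gene, introns included, so they cannot show whether a part of it was deleted. Nfe2l1 lies on chromosome 11 of GRCm38, from 96817414 to 96829968 on the minus strand, and no annotated gene overlaps it. Over all nuclei it stood at 62.2 CPM in the library labelled WT-Sham (310 UMIs, interval 55.5 to 69.5) and at 50.5 CPM in the library labelled KO-Sham (460 UMIs, 46.0 to 55.3). It stood at 47.4 CPM in the library labelled WT-MI (377 UMIs, 42.7 to 52.4) and at 55.3 CPM in the library labelled KO-MI (407 UMIs, 50.1 to 60.9). The log2 ratio of KO over WT was therefore -0.30 (-0.51 to -0.09) for the Sham labels and 0.22 (0.02 to 0.43) for the MI labels. The MI ratio goes against the label, so libraries are named below by their labels, and every direction between genotypes is a direction between libraries so labelled. Among all settings, nuclei with a low share of UMIs from other cell types moved the MI ratio most, to 0.47 (0.10 to 0.87). Under TMM scaling both intervals included no change, at 0.20 (-0.01 to 0.41) for the MI labels and -0.19 (-0.40 to 0.02) for the Sham labels. In CM1 nuclei the ratio was 0.39 (0.14 to 0.63) for the MI labels and -0.20 (-0.44 to 0.03) for the Sham labels. In CM4 nuclei the library labelled KO-MI had 11 Nfe2l1 UMIs and the library labelled WT-MI had 26, a log2 ratio of -0.95 (-2.11 to 0.12), so that a difference was not detectable at this depth. The Sham ratio in CM4 was -0.44 (-1.28 to 0.43), from 30 and 22 UMIs.

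The study names Psmd1, a proteasome subunit, and Hmox1, which encodes heme oxygenase, as targets of Nrf1. Psmd1 (chromosome 1, 86064387 to 86139151) stood at 117 CPM over all nuclei labelled WT-MI and 76.8 CPM in those labelled KO-MI, a log2 ratio of -0.61 (-0.76 to -0.46). For the Sham labels its ratio was -0.19 (-0.37 to -0.01), beside a median over all genes of -0.095 in that pair. Its counts are uncertain because 4 annotated genes overlap it. Hmox1 (chromosome 8, 75093621 to 75100589) was lower in the library labelled KO than in that labelled WT after both surgeries, by a log2 ratio of -0.76 (-1.15 to -0.38) for the MI labels and -0.98 (-1.67 to -0.30) for the Sham labels. The proteasome list as a whole had a median of -0.13 (range -0.16 to -0.057) over all nuclei for the MI labels. For the Sham labels it was 0.27 (0.19 to 0.34) above the median of all genes, a pair in which TMM moved that median by 0.109.

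**Figure D1:**
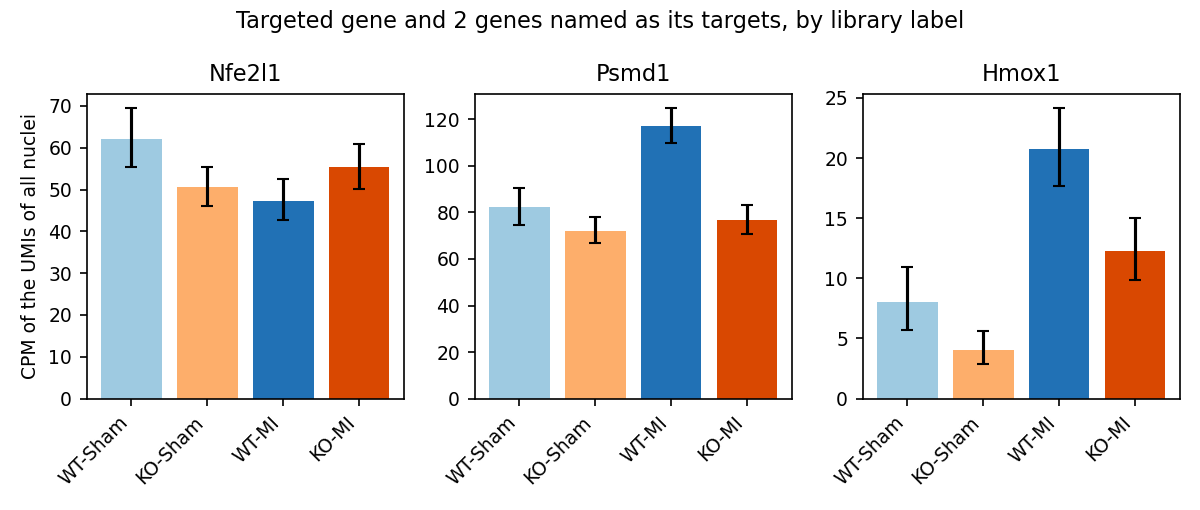
CPM of Nfe2l1, Psmd1 and Hmox1 over all nuclei of each library, named by its label; bars start at 0 and error bars are exact 95% Poisson intervals. Nfe2l1 stands at 55.3 CPM in KO-MI and 47.4 CPM in WT-MI, while Psmd1 (76.8 against 117 CPM) and Hmox1 (12.2 against 20.7 CPM) are lower in KO-MI.

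The next comparison asked whether the make-up of the cardiomyocytes differed between genotypes. By the deposited label, CM5, the population the study describes as responding to injury, made up 19.2% of nuclei labelled KO-MI (355 nuclei, interval 17.4 to 21.1) and 16.9% of those labelled WT-MI (339 nuclei, 15.3 to 18.6). The difference was 2.29 percentage points with an interval of -0.18 to 4.76, which is within counting error. For the Sham labels CM5 made up 7.03% in KO (234 nuclei) and 6.33% in WT (89 nuclei), a difference of 0.70 points (-0.94 to 2.23). Own clustering of the nuclei moved the CM5 difference of the MI labels most, to -3.93 points. CM4, the population the study describes as regenerative, made up 6.39% of nuclei labelled KO-MI (118 nuclei, 5.31 to 7.60) and 9.59% of those labelled WT-MI (192 nuclei, 8.33 to 11.0), a difference of -3.20 points (-4.94 to -1.46). The same difference for the Sham labels was -3.11 points (-5.27 to -1.04), from 10.5% (351 nuclei) in KO and 13.7% (192 nuclei) in WT. Own clustering reversed the CM4 difference of the MI labels to 1.47 points. CM2, which carries the cell cycle genes, made up 3.63% (67 nuclei) in KO-MI and 2.85% (57 nuclei) in WT-MI, a difference of 0.78 points (-0.37 to 1.96). In the Sham labels CM2 made up 3.73% (124 nuclei) in KO and 1.92% (27 nuclei) in WT, a difference of 1.81 points (0.75 to 2.76). CM1 differed by 0.14 points (-2.78 to 3.04) for the MI labels and 0.60 points (-1.97 to 3.25) for the Sham labels.

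**Figure D2:**
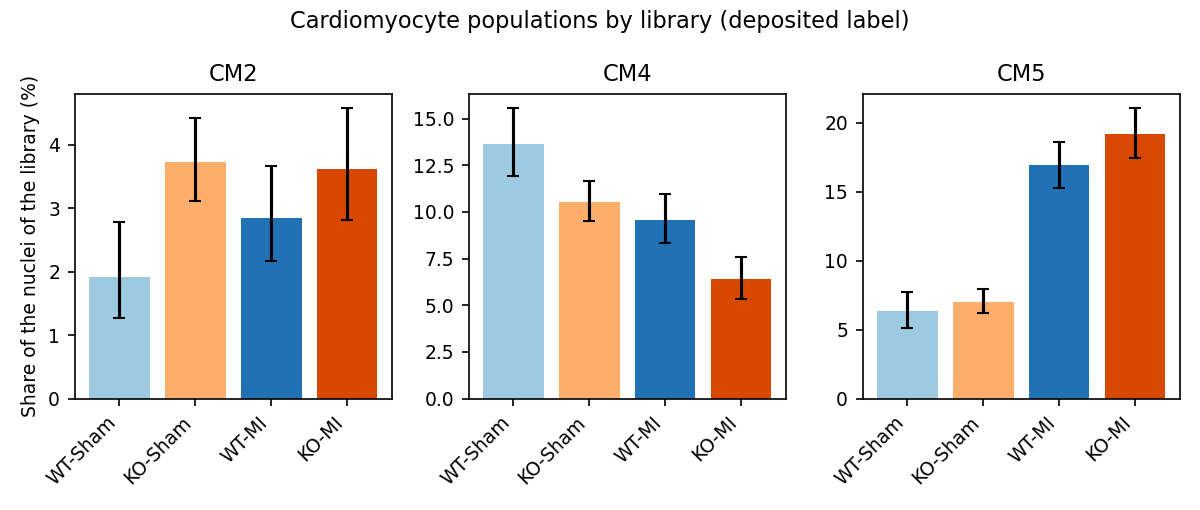
Share of the nuclei of each library, in percent, that carry the deposited labels CM2, CM4 and CM5; bars start at 0 and error bars are exact 95% binomial intervals. CM4 is lower in the library labelled KO than in that labelled WT after both surgeries, and CM5 stands at 19.2% in KO-MI and 16.9% in WT-MI, against 7.03% and 6.33% after Sham surgery.

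CM4 nuclei were shallower than the others, with a median of 1852.5 UMIs in WT-MI, 2394 in KO-MI, 1715.5 in WT-Sham and 1859 in KO-Sham. Their median percent of UMIs from the mitochondrial genome was 10.8, 9.47, 14.6 and 11.6 in that order. The 10 genes with the highest ratio of CM4 over the other nuclei were, in order, Hspa1a, Myl7, Fgf12, Cyyr1, Ldb2, Myl4, Fli1, Tshz2, Ebf1 and Ptprb. Of these, only Myl7 and Myl4 were in the immature list, Ptprb was in the endothelial list, and the other 7 were in no list. Of the CM4 UMIs, 159 of 170 for Hspa1a were from WT-MI, and 209 of 240 for Myl7 and 188 of 252 for Myl4 were from KO-MI, so these 3 genes mark single libraries more than CM4 as a whole. CM4 was compared under its deposited label, and whether it held cardiomyocytes alone is not settled by these genes. RNA of other cells was therefore measured beside the cardiomyocyte genes. The endothelial list, summed and expressed as CPM, was higher in CM4 than in CM1. The log2 ratio of CPM was 1.72 in WT-MI, 1.56 in KO-MI, 1.89 in WT-Sham and 0.99 in KO-Sham.

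Gene expression was then compared between CM4 nuclei labelled KO-MI (343672 UMIs) and WT-MI (421352 UMIs). With this comparison the study asked what loss of Nrf1 does to the regenerative capacity of CM4. The median over the 5686 genes with 20 or more UMIs was -0.077. The respiratory chain list had a median log2 ratio of 0.56 (range 0.52 to 0.61), and 80 of the 80 genes entered were above 0. Its percentile was 100 among random lists matched on mean expression, whose middle 95% ran from -0.015 to 0.26. Taking all nuclei of the other populations in place of CM4 moved this median most, to 0.25, while within CM4 it was 0.85 in nuclei with a low share of UMIs from other cell types and 0.44 after thinning. By population the list was higher in the library labelled KO-MI by 0.23 in CM1, 0.38 in CM2 and 0.33 in CM5. For the Sham labels the list stood at -0.15 (-0.19 to -0.12) in CM4, inside the range of matched lists at a percentile of 92.8. In the other Sham nuclei it was higher in the library labelled KO, by 0.95 in CM1, 0.63 in CM2 and 0.76 in CM5 relative to the median of all genes, which scaling moved by up to 0.15 in these populations. The difference between the MI and the Sham ratio was not tested.

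Ribosomal proteins were higher in CM4 of the library labelled KO-MI, with a median of 0.29 (0.26 to 0.33), but at a percentile of 20.8 among matched lists, and the median was -0.23 (-0.28 to -0.21) for the Sham labels. Genes of the mitochondrial genome were lower, at -0.17 (-0.22 to -0.13) for the MI labels and -0.35 (-0.41 to -0.26) for the Sham labels. The proteasome list stood at -0.13 (-0.27 to 0.050) for the MI labels, not detectable as a difference at this depth and at 0.27 in nuclei with a low share of UMIs from other cell types, and at -0.28 (-0.41 to -0.14) for the Sham labels. The antioxidant list stood at 0.21 (-0.054 to 0.44) and -0.27 (-0.48 to -0.12) in the same order. Only 4 cell cycle genes had enough UMIs, with a median of 0.15 (-0.42 to 0.76), against -0.68 (-1.09 to -0.097) over 5 genes for the Sham labels. The injury list stood at -0.097 (-0.22 to 0.10) for the MI labels and 0.14 (-0.090 to 0.49) for the Sham labels, with 2 of 7 members above 0 for the MI labels. Long RNAs kept in the nucleus had a median of -0.61 (-0.64 to -0.23) for the MI labels and 1.28 (1.02 to 1.64) for the Sham labels, and the list includes Xist. Their most abundant member, Malat1, stood at 38857 CPM in KO-MI and 59174 CPM in WT-MI. The immature cardiomyocyte list, whose genes help to define CM4 and so describe the population itself, stood at 1.12 (0.86 to 1.39) for the MI labels and -0.097 (-0.34 to 0.11) for the Sham labels.

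Lists of other cell types were measured in the same CM4 sums. Red blood cell genes stood at -1.25 (-1.37 to -1.14) and myeloid genes at -0.94 (-1.32 to -0.70) for the MI labels. Fibroblast genes, at -0.048 (-0.23 to 0.11) and of the opposite sign once scaled to the median gene, showed no detectable difference. The endothelial median, at 0.057 (-0.36 to 0.29), covers genes that went both ways, with Pecam1 at -1.48 (-2.54 to -0.52; 12 and 41 UMIs) and Flt1 at 1.06 (0.15 to 2.02; 29 and 17 UMIs). For the Sham labels the medians were -0.61 for red blood cell, -0.52 for myeloid, -0.39 for fibroblast and -0.70 for endothelial genes. The myeloid range, -1.01 to 0.046, included 0. Of the 7 endothelial genes 1 was above 0, Fabp4, which had the most UMIs, at 0.14 (-0.02 to 0.30). The summed endothelial list was therefore close between the libraries, at 1624 CPM in CM4 of KO-Sham and 1661 CPM in CM4 of WT-Sham. Csf1r, a macrophage gene, had 0 UMIs in CM4 of KO-MI and 12 in WT-MI, a log2 ratio of -1.71 at a floor of 3 UMIs. The upper limit of its exact interval was -1.18. The atrial list, of which 3 of 8 genes had enough UMIs, stood at 3.15 (2.60 to 3.85) for the MI labels and -0.01 (-0.27 to 0.40) for the Sham labels; these 3 genes are also in another list.

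**Figure D3:**
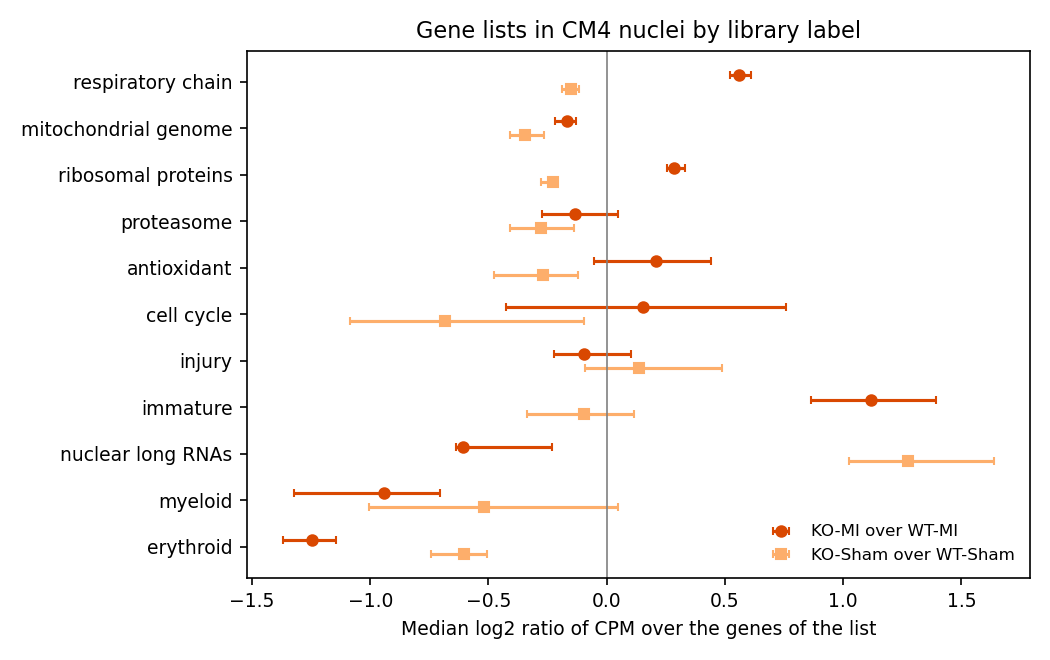
Median log2 ratio of CPM over the genes of each list in CM4 nuclei, for the libraries labelled KO-MI over WT-MI (circles) and KO-Sham over WT-Sham (squares); bars are the range of 1000 Poisson redraws and the line marks no difference. The respiratory chain stands at 0.56 for the MI labels and -0.15 for the Sham labels, and ribosomal proteins at 0.29 and -0.23, in each case on the same side of 0 under every scaling tried.

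Among genes the study names, Acta2 stood at 983 CPM in CM4 labelled KO-MI and 536 CPM in CM4 labelled WT-MI, a log2 ratio of 0.87 (0.63 to 1.12), and at 0.01 (-0.27 to 0.30) for the Sham labels. Nppa and Nppb, markers of cardiac stress, had ratios of 0.72 (0.64 to 0.80) and 0.57 (0.43 to 0.72) for the MI labels. Thinning moved that of Nppb to 0.38, and nuclei with a low share of UMIs from other cell types moved it to 0.94. Tnnt2 was higher by 0.39 (0.30 to 0.48) and Sod2 by 0.48 (0.14 to 0.82). For the Sham labels in CM4, Nppa, Nppb, Tnnt2 and Sod2 stood at -0.01, 0.31, -0.25 and -0.22. Over all nuclei Acta2, Nppa, Nppb, Tnnt2 and Sod2 were at 0.48, 0.43, 0.28, 0.21 and 0.15 for the MI labels. For the Sham labels they were at 0.79, 0.72, 1.16, 0.18 and 0.57, so over all nuclei higher values were not confined to MI. Psmd1 was lower in CM4 of KO-MI (19 UMIs) than of WT-MI (49 UMIs), at a log2 ratio of -1.07 (-1.92 to -0.28). Hmox1 was lower too, with 4 and 22 UMIs and a ratio of -2.17 (-4.16 to -0.61), while for the Sham labels it had 7 and 2 UMIs and a ratio of 0.92 (-1.47 to 4.22). For Nfe2l2, Psma1, Psma5, Psmb3, Cat, Sod1, Mki67 and Ccnb2 the ratios lay between -0.71 for Cat and 1.71 for Ccnb2 (8 against 3 UMIs), and each interval included no change. The members with the most UMIs in the respiratory chain and antioxidant lists, Cox4i1 and Gpx4, had ratios of 0.56 and 0.45. Annotated genes overlap Nppa, Nfe2l2, Psma5, Sod1, Mki67 and Cox4i1, and also Malat1 and Xist, so these counts are uncertain.

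Of the 2512 genes with 50 or more UMIs over both CM4 sums, the 5 highest ratios were those of Myl7, Myl4, Mrpl14, Eln and Myl9. Myl7 (chromosome 11, 5896637 to 5898782) had 209 UMIs in KO-MI and 10 in WT-MI, a log2 ratio of 4.68 (3.77 to 5.76), and 10 nuclei held 96.2% of the UMIs in KO-MI. Myl4 (chromosome 11, 104550663 to 104595753) had 188 and 26 UMIs, a ratio of 3.15 (2.55 to 3.80), and the same 10 nuclei held 85.6% of those in KO-MI. Mrpl14 had a ratio of 1.67 (0.83 to 2.57), Eln of 1.55 (0.87 to 2.27) and Myl9 of 1.51 (1.19 to 1.84). The 5 lowest were those of Hspa1a at -3.85 (-5.00 to -2.89), Hspa1b at -3.51 (-4.87 to -2.42), Wnt5b at -2.39 (-3.79 to -1.23), Dnm2 at -1.93 (-3.15 to -0.87) and Prr14l at -1.84 (-3.00 to -0.83). Hspa1a and Hspa1b, neighbours on chromosome 17, are near-identical copies whose reads are hard to assign, and 1 nucleus held 250 of their 257 UMIs in CM4 of WT-MI. Myl4, Mrpl14, Eln, Hspa1a, Wnt5b, Dnm2 and Prr14l each overlap at least 1 other annotated gene, so their counts are uncertain. Thinning moved Prr14l most among these, to -3.31.

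MI was set beside Sham surgery within each genotype label. The CM5 share was higher after MI by 10.6 points (8.45 to 12.7) for the WT labels and 12.2 points (10.2 to 14.2) for the KO labels. CM5 is defined by injury genes, so this share counts the same change as those genes and is not independent of it. CM4 was lower after MI by -4.07 points (-6.35 to -1.84) for WT and -4.16 points (-5.69 to -2.57) for KO, and CM1 by -7.45 points (-10.4 to -4.44) and -7.92 points (-10.5 to -5.40). CM2 differed by 0.93 points (-0.17 to 1.98) and -0.10 points (-1.17 to 1.04). In CM4 of the WT labels the median over all genes was 0.16, and scaling moved it by -0.15 with a size factor and -0.18 with TMM, so values for this pair are given relative to that median. The respiratory chain list was lower after MI by -1.01 (-1.05 to -0.97) for WT. For the KO labels, where the median of all genes was 0.00, it was lower by -0.12 (-0.17 to -0.091). Over all nuclei the same list was lower by -0.49 for WT and by -0.99 for KO, both relative to the median of all genes. Scaled by total UMIs, the nuclear RNA Malat1 in CM4 was at 1.29 (1.25 to 1.32) after MI for WT. For KO it was at -0.47 (-0.50 to -0.45). A different share of nuclear RNA among CM4 nuclei may therefore enter the CM4 respiratory chain values, and this was not tested for these pairs. The injury list was higher in CM4 by 3.34 (2.77 to 3.51) for WT and 3.02 (2.83 to 4.14) for KO. Ribosomal proteins stood at -0.14 (-0.19 to -0.11) for WT, but at 0.01 before the shift was removed, and at 0.56 (0.52 to 0.59) for KO. The proteasome list was at -0.11 (-0.28 to 0.01) for WT and 0.25 (0.03 to 0.34) for KO, and the latter became -0.21 over all nuclei, relative to the median of all genes. The antioxidant list was at -0.37 (-0.57 to -0.03) for WT, but at 0.47 over all nuclei on the same relative scale, and at 0.48 (0.21 to 0.66) for KO.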

Values the study reported

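The study reported 8585 sequenced cardiomyocyte nuclei in this experiment. Of these, 5176 came from knockout hearts and 3409 from control hearts, over both surgeries. For CM4 nuclei after MI, genes were listed by the study at an adjusted p below 0.1 and a fold change of 1.5.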

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

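The test of exchanged population names, the tests of Xist against the other nuclear long RNAs and against Y chromosome genes, and the selection of nuclei with a low share of UMIs from other cell types were chosen only after the results were seen.

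In CM4 nuclei, 3 of the lists of cardiomyocyte function and nuclear RNA moved in opposite directions between the libraries labelled KO and WT after MI and after Sham surgery, with both ranges excluding 0. The antioxidant, cell cycle, injury and immature lists also had medians of opposite sign, but at least 1 of their ranges included 0. The log2 medians of the MI labels exceeded those of the Sham labels by 0.71 for the respiratory chain and 0.51 for ribosomal proteins, and by -1.88 for long RNAs kept in the nucleus. With 1 library per group these differences were not tested. Gene span went with the same pattern. For the MI labels the median log2 ratio was 0.23 in the shortest genes, -0.08 in genes of middle span and -0.32 in the longest, and for the Sham labels it was -0.18, 0.07 and 0.34. Genes of short span and the nuclear RNA Malat1 therefore moved apart in both pairs, as a different share of cytoplasmic RNA among the nuclei would give. Genes of the mitochondrial genome, whose RNA also lies outside the nucleus, did not follow. They were lower in both pairs, at -0.17 (-0.22 to -0.13) for the MI labels and -0.35 (-0.41 to -0.26) for the Sham labels.

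The share of cytoplasmic RNA was tested for the respiratory chain with random lists matched on mean expression, gene span and the ratio of CM4 over CM1 in WT-Sham. For the MI labels the list lay at a percentile of 100, but the matched lists had a median of 0.34 (middle 95% 0.27 to 0.41), against 0.56 for the respiratory chain. The difference between the pairs lay at a percentile of 99.3, with a median of 0.74 against 0.63 (0.55 to 0.72) in matched lists. The matching argues against the share of cytoplasmic RNA as the whole cause, while most of the size of the MI value was shared by matched genes. For the difference between the pairs the shared part cannot be read from the matched 0.63. CM4 of WT-Sham entered both the matching and the Sham ratio, so some of that value may be built in. The matched genes had a median span of 5393.5 bp, against 7456 bp for the list. Other technical explanations were tested for the MI labels. The median was 0.44 (0.37 to 0.51) after thinning, which argues against depth per nucleus as the whole cause, and 0.63 under TMM, which argues against scaling. It was 0.56 (0.49 to 0.63) in nuclei classed as female by Xist and Y chromosome UMIs (40 in KO-MI and 45 in WT-MI), which argues against sex composition. It was 0.85 (0.78 to 0.94) in nuclei with a low share of UMIs from other cell types (48 in KO-MI and 33 in WT-MI), which argues against RNA of those cells. A difference between the pools in dissection or preparation stays open, since each group was 1 pool, and so does an effect of genotype. No such test was run for ribosomal proteins or the nuclear long RNAs.

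The transferred label, which no comparison above used, disagreed with the final label on CM2 and CM5. Of 1017 nuclei with the final label CM5, 743 (73.1%) had the transferred label CM2, and of 275 nuclei with the final label CM2, 197 (71.6%) had the transferred label CM5. An exchange of names is a candidate explanation. The cell cycle list stood at 3010 CPM in nuclei with the transferred label CM5 and 121 CPM in those with the transferred label CM2, a log2 ratio of 4.64 (4.48 to 4.80). The injury list stood at 2505 and 13130 CPM in the same order. Both values are what exchanged names would give. No biological explanation was tested.

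Xist, a gene of the inactive X chromosome, stood at 1010 CPM over all nuclei of WT-MI, far above the 163 CPM of WT-Sham, and at 1530 CPM in KO-MI and 801 CPM in KO-Sham. The share of nuclei with a Xist UMI was 56.2% in WT-MI, 76.4% in KO-MI, 10.5% in WT-Sham and 51.1% in KO-Sham. After thinning it was 44.2%, 61.8%, 7.21% and 39.3%, with 1, 0, 6 and 0 nuclei left out. In nuclei with 2 or more UMIs of Y chromosome genes, which should lack Xist, the share was 11.8%, 15.2%, 2.90% and 11.7%, at median depths of 4472.5, 4378, 4186 and 3068 UMIs against 3951, 3959, 3553.5 and 2572 UMIs over all nuclei. Of the nuclei that could be classed, 62.6% (60.1 to 65.1) were female in WT-MI, 83.3% (81.3 to 85.1) in KO-MI, 12.0% (9.95 to 14.3) in WT-Sham and 60.4% (58.3 to 62.5) in KO-Sham. A different share of nuclear RNA was tested as the cause, since it would raise the other 4 nuclear long RNAs (Malat1, Neat1, Meg3 and Kcnq1ot1) by a like amount. Between KO-Sham and WT-Sham their median log2 ratio was -0.13 (-0.19 to -0.06), against 2.30 for Xist, and between KO-MI and WT-MI it was 0.0057 (-0.031 to 0.042), against 0.60. This argues against that share for the differences between the genotype labels. Between WT-MI and WT-Sham their median was 1.11 (1.06 to 1.17), from 0.27 for Kcnq1ot1 to 2.85 for Meg3, against 2.63 for Xist, and between KO-MI and KO-Sham it was 1.14 (1.07 to 1.20), against 0.93. For the differences between surgeries the share of nuclear RNA stays open. The sex of the pooled animals, which the labels do not give, was tested with the summed Y chromosome genes, which should fall where Xist rises. They fell in all 4 comparisons, with log2 ratios of -0.92 (-1.02 to -0.82) between KO-Sham and WT-Sham, -0.91 (-1.06 to -0.77) between KO-MI and WT-MI, -1.07 (-1.18 to -0.96) between WT-MI and WT-Sham and -1.06 (-1.20 to -0.92) between KO-MI and KO-Sham, and the medians of the Y list were -0.95, -0.85, -1.08 and -0.89 in that order. A different sex composition of the pools is therefore a candidate explanation for all 4.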

How the results depend on the processing

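The transferred label in both forms, the score of CM5 markers without thinning, the nuclei with a low share of UMIs from other cell types, and the minimum of 30 nuclei per library were chosen only after the data were seen. For every value listed as moved or reversed here, the cause was not tested. A value is called reversed only if its interval or range excluded 0 and its sign changed. Another 3 share differences, 13 list medians and 1 named gene moved to the opposite sign from an interval or range that included 0. Among them are the CM5 share between KO-MI and WT-MI under own clustering, the CM2 share between KO-MI and KO-Sham under the transferred label, and the proteasome list between KO-MI and WT-MI in low-share nuclei.

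Of the population share differences, 34 stayed within their counting interval, 15 moved and 3 reversed under own clustering, the thinned marker score and the transferred labels. The minimum of 1000 UMIs removed 1 nucleus of WT-MI and 6 of WT-Sham, and the filter of 200 to 2500 genes removed none, so neither says anything about stability. In percentage points, own clustering gave 1.47 for CM4 and -3.93 for CM5 between KO-MI and WT-MI, 8.52 for CM1 and -10.2 for CM4 between KO-Sham and WT-Sham, -26.0 for CM1 and 30.5 for CM5 between WT-MI and WT-Sham, and -32.9 for CM1, 6.36 for CM4 and 26.4 for CM5 between KO-MI and KO-Sham. Its CM4 values between KO-MI and WT-MI and between KO-MI and KO-Sham were reversed. The 8 clusters gave 85.2% of nuclei their deposited label, and up to 93.5% of a cluster came from 1 library. In thinned nuclei the score of CM5 markers gave 58.9 for WT and 59.7 for KO between MI and Sham surgery. Without thinning it gave 36.5 for WT and 43.3 for KO, and -6.03 between KO-Sham and WT-Sham. That score is left out of the counts above because 98.7% of WT-MI and 99.5% of KO-MI nuclei reached it, so it says nothing about the MI pair. The transferred label as deposited gave 0.39 for CM2 between KO-Sham and WT-Sham, 10.6 for CM2 and 0.0117 for CM5 between WT-MI and WT-Sham, and 11.8 for CM2, -2.28 for CM4 and a reversed -0.31 for CM5 between KO-MI and KO-Sham. With the names CM2 and CM5 exchanged only the -2.28 for CM4 was left among these.

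For Nfe2l1, 22 values stayed within their interval and 2 moved, to 0.47 over all nuclei with a low share of UMIs from other cell types and to -2.11 in thinned CM4 nuclei, both between KO-MI and WT-MI.

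Counted first were the CM4 medians between KO-MI and WT-MI of the respiratory chain, mitochondrial genome, proteasome, ribosomal, antioxidant, cell cycle, injury and immature lists, and those between MI and Sham surgery of the respiratory chain, proteasome, antioxidant and injury lists. Of these values 86 stayed within their range, 40 moved and 1 reversed. Of the values of all other list medians, the Sham pair and the lists of other cell types among them, 139 stayed, 42 moved and 9 reversed. Between KO-MI and WT-MI in CM4, the respiratory chain was at 0.64 with a size factor, 0.63 under TMM, 0.45 as the mean per nucleus, 0.44 thinned, 0.85 in low-share nuclei and 0.25 in the other populations. The mitochondrial genome was at -0.092 with a size factor, -0.098 under TMM, -0.069 in low-share nuclei and -0.046 in the other populations. Ribosomal proteins were at 0.36 with a size factor and under TMM, 0.23 as the mean per nucleus, 0.48 in low-share nuclei and 0.18 in the other populations. Thinning put the proteasome at -0.30 and the cell cycle at 1.11. Low-share nuclei put the proteasome at 0.27, antioxidant enzymes at 0.55, injury at -0.24 and the immature list at 1.65. In the other populations the immature list was at 0.51 and the nuclear long RNAs were reversed at 0.089. Between KO-Sham and WT-Sham the other populations reversed the respiratory chain (0.80), mitochondrial genome (0.42), proteasome (0.20), ribosomal (0.53), antioxidant (0.26) and cell cycle (0.996) lists.

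The values between MI and Sham surgery that follow are not relative to the median of all genes. Between WT-MI and WT-Sham in CM4, the respiratory chain was at -0.85 by total UMIs, -1.01 with a size factor, -1.03 under TMM, -0.91 without mitochondrial and ribosomal totals, -0.77 as the mean per nucleus, -0.76 thinned, -1.21 in low-share nuclei and -0.56 over all nuclei. The proteasome was at -0.13 under TMM and -0.26 in low-share nuclei, antioxidant enzymes were at -0.56 in low-share nuclei and 0.40 over all nuclei, and the immature list was reversed at -0.19 in low-share nuclei. Between KO-MI and KO-Sham, the respiratory chain was at -0.19 under TMM, -0.21 as the mean per nucleus, -0.20 thinned and -0.95 over all nuclei. The proteasome was at 0.34 in low-share nuclei and reversed at -0.17 over all nuclei, ribosomal proteins were reversed at -0.094 over all nuclei, and antioxidant enzymes were at 0.21 in low-share nuclei and 0.11 over all nuclei.

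Of the values of single named genes, 202 stayed within their interval, 32 moved, 19 of them in low-share nuclei, and 0 reversed. Only 31 nuclei had under 2 UMIs of other cell types, 1 in KO-MI and 1 in WT-MI, so that filter gave no value. No paired analysis was possible because each group had 1 library. Depth limits the comparisons in CM4: 118 nuclei with 343672 UMIs in KO-MI left 4 of 15 cell cycle genes and 33 of 39 proteasome genes with enough UMIs, and the Nfe2l1 ratio there spans -2.11 to 0.12.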

Other observations

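The test of myeloid RNA in CM1 nuclei and its comparison with the other populations, the test of counting error in the CM5 share and the test of exchanged labels were chosen only after the results were seen, as was the test of evenly mixed free RNA for endothelial genes.

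The CM5 share was higher in the library labelled KO-MI than in that labelled WT-MI, but the lower bound of the difference was -0.18 percentage points, so counting error alone may account for it. In nuclei classed as female the difference was 1.96 points (-1.34 to 5.21), from 18.3% of 1230 nuclei and 16.3% of 937 nuclei. In nuclei classed as male it was 0.65 points (-5.24 to 6.98), from 19.4% of 247 nuclei and 18.8% of 559 nuclei. An effect of sex composition and 1 of genotype cannot be told apart, because both intervals are wide.

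Nfe2l1 was not lower in the library labelled KO-MI. If the labels of the MI libraries were exchanged, target genes would be higher in that library. Over all nuclei the proteasome list stood at -0.13, Psmd1 at -0.61 and Hmox1 at -0.76, each lower. Between KO-Sham and WT-Sham, Hmox1 was lower too, at -0.98 (-1.67 to -0.30), which goes against exchanged labels only if its RNA came from cardiomyocytes. That was not tested. Over all nuclei the myeloid list was lower as well, at -0.57 (-0.75 to -0.43) for the MI labels and -0.43 (-0.62 to -0.18) for the Sham labels. Psmd1 was at -0.19 (-0.37 to -0.0076) there beside a median of all genes of -0.095, and TMM shifts that median by 0.11, so for Psmd1 a difference after Sham surgery is not established. The proteasome list did not follow it, at 0.18 between KO-Sham and WT-Sham, and neither did Nfe2l1 itself in the MI libraries, so the targets as a set do not decide. Exchanged labels and RNA that remains from an edited gene or from other cells cannot be told apart, since reads over single exons were not analysed here. Per the study's methods, tails were genotyped on the day of collection, which bears on the animals and not on later handling of the libraries. The study also measured Nrf1 RNA by qPCR in knockout and control hearts, at a later age and not in these pools.

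Myeloid genes were lower in CM4 of KO-MI than of WT-MI, at 591 and 1130 CPM. All 11 genes of the list had enough UMIs over all nuclei, which were kept as cardiomyocytes. The summed list was lower in CM1 at -0.95 (-1.03 to -0.86), in CM2 at -0.94 and in CM4 at -0.94, but less so in CM5 at -0.64 (-0.80 to -0.48). Red blood cell genes were lower in CM1 at -0.92, in CM4 at -1.25 and in CM5 at -0.75, and in CM2 at -3.29 (1892 against 18447 CPM). The most abundant myeloid gene, S100a9, had 58 UMIs in CM4 of KO-MI and 133 in CM4 of WT-MI. The like values of CM1, CM2 and CM4 are what free myeloid RNA in the droplets would give, but the values of CM5, and of red blood cell genes in CM2, show that RNA of other cells was not evenly spread, so free RNA is left open. Droplets that also held a myeloid cell are argued against, since the 22 nuclei with 5 or more myeloid UMIs held 29.2% of the 476 myeloid UMIs in CM4 of WT-MI, and 171 of 192 nuclei had at least 1. Fewer myeloid cells in the tissue also stays open and was not tested.

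The higher Myl7 and Myl4 of CM4 in KO-MI may come from a few atrial nuclei in that pool. The 10 nuclei with the most Myl7 held 96.2% of its UMIs, 85.6% of those of Myl4 and 11.1% of all UMIs. They also held 15 of 28 UMIs of the atrial genes Sln, Nr2f1, Nr2f2, Bmp10 and Dkk3. Of these 15 UMIs, 9 were of Sln, which had 10 in all, and Bmp10 had 0 UMIs in CM4 of KO-MI. Among these genes the support for atrial nuclei therefore rests mainly on Sln. With these 10 nuclei taken out of KO-MI and none out of WT-MI, Myl9 was at 1.32, Acta2 at 0.87, Eln at 1.16, the immature list at 0.82 and the respiratory chain at 0.54. Whether more atrial tissue was dissected or ventricular nuclei took on these genes was not tested.

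The higher Hspa1a and Hspa1b of CM4 in WT-MI came from few nuclei. The 5 nuclei with the most UMIs held 98.8% of them, 1 nucleus held 250 of 257, and 8 nuclei had any. CM4 of KO-MI had 16 UMIs of these genes, more than CM4 of WT-MI had outside that 1 nucleus. The direction of the difference therefore rests on that nucleus. No biological explanation was tested.

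Endothelial genes were higher in CM4 than in CM1 nuclei of all 4 libraries. All 7 genes of the list had enough UMIs. Evenly mixed free RNA would raise all 4 lists of other cell types alike. The lists moved apart by more than their intervals in every library, with log2 ratios from 0.87 (myeloid) to 1.72 (endothelial) in WT-MI, 0.80 (red blood cell) to 1.56 (endothelial) in KO-MI, 0.76 (myeloid) to 2.33 (red blood cell) in WT-Sham and 0.56 (myeloid) to 2.05 (red blood cell) in KO-Sham. The smallest of these ranges was 0.75. This argues against evenly mixed free RNA as the whole cause. The 407 of 853 CM4 nuclei with 3 or more endothelial UMIs had 1.33 times the median UMIs of the others (2233 and 1678), as a second cell in the droplet would give. The median percent of UMIs from 7 cardiomyocyte markers was 2.62 and 2.70 in these groups and 3.12 in CM1 nuclei. A second cell in the droplet and endothelial transcripts of CM4 nuclei themselves cannot be told apart, because a deeper nucleus reaches 3 endothelial UMIs more easily.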
